# *Bta-miR-484* Targets *SFRP1* and Affects Preadipocytes Proliferation, Differentiation, and Apoptosis

**DOI:** 10.3390/ijms241612710

**Published:** 2023-08-11

**Authors:** Mengli Yang, Xiaoqian Gao, Chunli Hu, Shuzhe Wang, Hui Sheng, Yun Ma

**Keywords:** *bta-miR-484*, *SFRP1*, bovine preadipocytes, differentiation, proliferation

## Abstract

MicroRNAs (miRNAs) are essential regulators of numerous biological processes in animals, including adipogenesis. Despite the abundance of miRNAs associated with adipogenesis, their exact mechanisms of action remain largely unknown. Our study highlights the role of *bta-miR-484* as a major regulator of adipocyte proliferation, apoptosis, and differentiation. Here, we demonstrated that the expression of *bta-miR-484* initially increased during adipogenesis before decreasing. Overexpression of *bta-miR-484* in adipocytes ultimately inhibited cell proliferation and differentiation, reduced the number of EdU fluorescence-stained cells, increased the number of G1 phase cells, reduced the number of G2 and S phase cells, and downregulated the expression of proliferation markers (*CDK2* and *PCNA*) and differentiation markers (*CEBPA*, *FABP4*, and *LPL*). Additionally, overexpression of *bta-miR-484* promoted the expression of apoptosis-related genes (*Caspase 3*, *Caspase 9*, and *BAX*), and increased the number of apoptotic cells observed via flow cytometry. In contrast, *bta-miR-484* inhibition in adipocytes yielded opposite effects to those observed during *bta-miR-484* overexpression. Moreover, luciferase reporter assays confirmed *SFRP1* as a target gene of *bta-miR-484*, and revealed that *bta-miR-484* downregulates *SFRP1* mRNA expression. These findings offer compelling evidence that *bta-miR-484* targets *SFRP1*, inhibits proliferation and differentiation, and promotes apoptosis. Therefore, these results offer novel insights into the *bta-miR-484* regulation of adipocyte growth and development.

## 1. Introduction

Lipogenesis was the process by which preadipocytes differentiate into mature adipocytes, characterized by an increased number of adipocytes and increased lipid storage in adipocytes, which controls the renewal of adipocytes throughout the life cycle. Adipogenesis was a complex network regulatory process mediated by a series of regulatory factors. Current studies have demonstrated that microRNA (miRNA) was involved in lipid metabolism and adipogenesis. Specifically, *bta-miR-193b* [1] and *miRNA-204-5p* [2] both regulate adipocyte differentiation, proliferation, and apoptosis. *miR-146a* [3], *miR-222-3p* [4], and *microRNA-27b* [5] promote preadipocyte differentiation by targeting recombinant natriuretic peptide receptor 3 (*NPR3*), DNA-damage-inducible transcript 4 (*DDIT4*), and acyl-CoA thioesteras 2 (*ACOT2*). Additionally, *miR-26* [6] and *miR-107* [7] inhibit adipocyte differentiation and adipogenesis by targeting F-box and leucine-rich repeat protein 19 (*FBXL19*) and cyclin-dependent kinase 6 (*CDK6*). Alternatively, *bta-miR-150* [8] and *bta-miR-2400* [9] have been determined to promote bovine adipocyte proliferation and inhibit differentiation. *Bta-miR-149-5p* [10] and *bta-miR-376a* [11] target *CREB* regulated transcription coactivator (*CRTC*) and KLF transcription factor 15 (*KLF15*), which inhibits the proliferation and differentiation of bovine adipocytes. Despite this progress, there remain several miRNAs that may participate in adipocyte differentiation and fat deposition, warranting further exploration into the mechanisms of these miRNAs in adipogenesis.

*miR-484* has been implicated in the regulation of a wide range of biological processes, including dengue virus replication [12], acute coronary syndrome [13], multiple sclerosis [14], liver cirrhosis and fibrosis [15], pulmonary fibrosis [16], prostate cancer [17], ovarian cancer [18], metastatic renal cell carcinoma [19], gastric cancer [20], and mental illnesses [21,22]. Furthermore, *bta-miR-484* has been predicted to possibly down-regulate the human heart fatty acid binding protein 3 (*FABP3*) gene and thus intramuscular fat deposition [23]. In the present study, we evaluate the potential relationship between *bta-miR-484* and adipocyte differentiation in the laboratory. *Bta-miR-484* expression was detected at different differentiation stages in bovine preadipocytes; this expression exhibited an initial upward trend before a subsequent downward trend, which was hypothesized to be associated with the adipocyte differentiation process. However, the function and mechanism of action of *bta-miR-484* in bovine adipocyte proliferation, apoptosis, and differentiation remain largely unexplored. Therefore, in this study, *bta-miR-484* was overexpressed or knocked down in bovine preadipocytes to explore the regulatory mechanisms of *bta-miR-484* in these biological processes. Further, a dual-luciferase reporter assay verified whether *bta-miR-484* has a targeting relationship with the secreted frizzled-related protein 1 (*SFRP1*) gene, providing a theoretical basis for further perfecting the molecular network of miRNA regulation of adipogenesis.

## 2. Results

### 2.1. Temporal Expression Profile of bta-miR-484 during Adipose Differentiation

In order to verify whether the isolated primary adipocytes could be successfully induced to differentiate, the expression levels of adipocyte differentiation marker genes CCAAT/enhancer binding protein alpha (*CEBPA*), Fatty acid-binding protein (*FABP4*), and lipoproteinlipase (*LPL*) were detected at different times of induction differentiation, and the cells were stained with Oil Red O 10 d after induction differentiation. The results demonstrated that the differentiation induced promoted the accumulation of lipid droplets within adipocytes, increased the absorption value of the Oil Red O staining solution eluted by isopropanol (Figure 1A,B), and promoted the expression of *CEBPA*, *FABP4*, and *LPL*, which were lipid markers (Figure 1C–E). These results revealed successful differentiation of the preadipocytes used in this study, affirming their suitability for subsequent experiments. The expression of *bta-miR-484* was then detected at different time points during the induction of preadipocyte differentiation. With an increase in induction time, the expression of *bta-miR-484* initially increased before decreasing, reaching its highest value on day 4 (Figure 1F).

### 2.2. Bta-miR-484 Inhibits Adipocyte Proliferation

To investigate the role of *bta-miR-484* in adipocyte proliferation, preadipocytes were transfected with a *bta-miR-484* agomir, *bta-miR-484* agomir negative control (agomir NC), *bta-miR-484* antagomir, or *bta-miR-484* antagomir negative control (antagomir NC). Subsequently, the cell counting kit-8 (CCK-8) assay, 5-ethynyl-2’-deoxyuridine (EdU) assay, flow cytometry, real-time quantitative PCR detecting system (qPCR), and western blotting (WB) were used to assess the effect of *bta-miR-484* on the proliferation of adipocytes. Overall, transfection with the *bta-miR-484* agomir reduced the proliferative activity of adipocytes (Figure 2A), increased the number of cells in the G1 phase cells, reduced the number of S and G2 phase cells (Figure 2B,C), decreased the number of cells in a proliferative state (Figure 2D,E), and inhibited the gene and protein expression of cyclin-dependent kinase 2 (*CDK2*) and proliferating cell nuclear antigen (*PCNA*) (Figure 2F–H). In contrast, the *bta-miR-484* antagomir enhanced the proliferative activity of adipocytes (Figure 3A), decreased the number of G1 phase cells, increased the number of S and G2 phase cells (Figure 3B,C), increased the number of proliferative cells (Figure 3D,E), and promoted the genes and protein expression of CDK2 and PCNA (Figure 3F–H). Collectively, these findings indicated that *bta-miR-484* inhibited adipocyte proliferation.

### 2.3. Bta-miR-484 Promotes Adipocyte Apoptosis

We then examined the effect of *bta-miR-484* on adipocyte apoptosis. First, we performed an annexin V-FITC/PI staining assay. Overall, overexpression of *bta-miR-484* was found to increase the apoptosis index of adipocytes (Figure 4A–C). Subsequently, we evaluated the mRNA expression of genes associated with cell survival by qPCR. The corresponding results demonstrated that overexpression of *bta-miR-484* increased *BAX*, *Caspase 3*, and cysteine-dependent aspartate-specific proteases 9 (*Caspase 9*) expression (Figure 4D). Finally, WB analysis showed enhanced expressions of BAX and Caspase 3 proteins in *bta-miR-484*-overexpressing adipocytes (Figure 2G,H). In contrast, silencing *bta-miR-484* reduced the apoptotic index of adipocytes, inhibited the expressions of the apoptosis-related marker genes *BAX*, *Caspase 3*, and *Caspase 9*, and decreased the expressions of BAX and Caspase 3 proteins (Figure 3G,H and Figure 4E–H). These results demonstrated that *bta-miR-484* promotes adipocyte apoptosis.

### 2.4. Bta-miR-484 Inhibits Adipocyte Differentiation

To explore the role of *bta-miR-484* in adipocyte differentiation, *bta-miR-484* agomir, *bta-miR-484* agomir NC, *bta-miR-484* antagomir, or *bta-miR-484* antagomir NC were transfected into preadipocytes; then, 6 d after differentiation induction, the effects of *bta-miR-484* on lipid droplet accumulation and the expression of adipogenesis-associated genes and proteins were assessed using Oil Red O staining, qPCR, and WB. The Oil Red O staining results indicated that the *bta-miR-484* agomir inhibited the accumulation of lipid droplets and reduced the absorbance value of the Oil Red O dye eluted by isopropanol at 510 nm (Figure 5A,B). Additionally, the qPCR results demonstrated that the *bta-miR-484* agomir reduced the expression of *CEBPA*, *LPL*, and *FABP4* (Figure 5C). WB results established that the protein expression of FABP4 was also inhibited following adipocyte transfection with the *bta-miR-484* agomir (Figure 5D,E). On the contrary, the *bta-miR-484* antagomir promoted the expression of *CEBPA*, *LPL*, and *FABP4* genes, upregulated the expression of FABP4 protein, and increased lipid droplet accumulation (Figure 5F,J). These results suggested that *bta-miR-484* suppresses adipocyte differentiation.

### 2.5. RNA Sequencing Analysis

To further elucidate the role of *bta-miR-484* in adipocytes, we compared the mRNA expression profiles in control and *bta-miR-484* overexpressing adipocytes using RNA sequencing. 

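The RNA sequencing compared 3 samples of bovine preadipocytes transfected with the bta-miR-484 agomir and 3 transfected with the agomir NC, all collected 48 h after transfection. Whether the 3 samples of a group came from different calves or were cultures of the same cells is not stated in the paper's text, so the SD over n = 3 is that between samples of unstated origin. An agomir is a chemically modified double-stranded RNA that raises the level of a miRNA in the cell, and the agomir NC is the same kind of molecule without that miRNA's sequence. Preadipocytes are the precursor cells of adipocytes, here isolated from subcutaneous fat of calves. The authors deposited 1 FPKM value per gene and library, that is, fragments normalized for the length of the transcript and for all mapped fragments of the library, for 23475 genes. Of these, 3531 are named only by a LOC number and 2441 are newly assembled genes. The aligner, the program that estimated FPKM and the genome build are not given in the sources used here. FPKM holds no read numbers, and ratios of low values between libraries did not fall into the steps that whole reads would give, so the depth of each library is unknown. The FPKM values of a library summed to between 365977 and 379361, and the 10 highest genes took between 11.1% and 11.7% of that sum. Genes with a mean of at least 0.5 FPKM over the 6 libraries were kept, which left 12422. Their values were taken as log2(FPKM + 0.5) and the groups were compared with limma's moderated test, two-sided, with a variance trend and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes at low FPKM. Between libraries of one group, the correlation of these log2 values across genes ranged from 0.9928 to 0.9937, and between libraries of different groups from 0.9912 to 0.993. Genes are not independent replicates, so these correlations describe the libraries only.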

In total, 51 upregulated and 77 downregulated genes were detected in adipocytes overexpressing *bta-miR-484* (Figure 6A,B). 

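At an unadjusted p under 0.05, 1359 of the 12422 genes differed between the agomir and the agomir NC libraries, of which 824 were higher and 535 lower with the agomir. A flat distribution of p-values would place 621 genes there. After Benjamini-Hochberg adjustment of limma's p-values, 1 gene was under 0.05. With the lines drawn in Figure 6A, an unadjusted p of 0.05 and a fold change of 1.5, 18 genes were higher and 16 were lower, and the median size of their log2 fold changes was 0.72. The pseudocount moved these counts, and 53 genes were higher and 59 lower when 0.1 was added to the FPKM values in place of 0.5. The 3 agomir libraries all lay on one side of the 3 agomir NC libraries in 17.2% of all genes tested, where chance gives 10%. They did so in 25 of the 34 genes past both lines, but selection by p and fold on these libraries favors such genes.

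**Figure D1:**
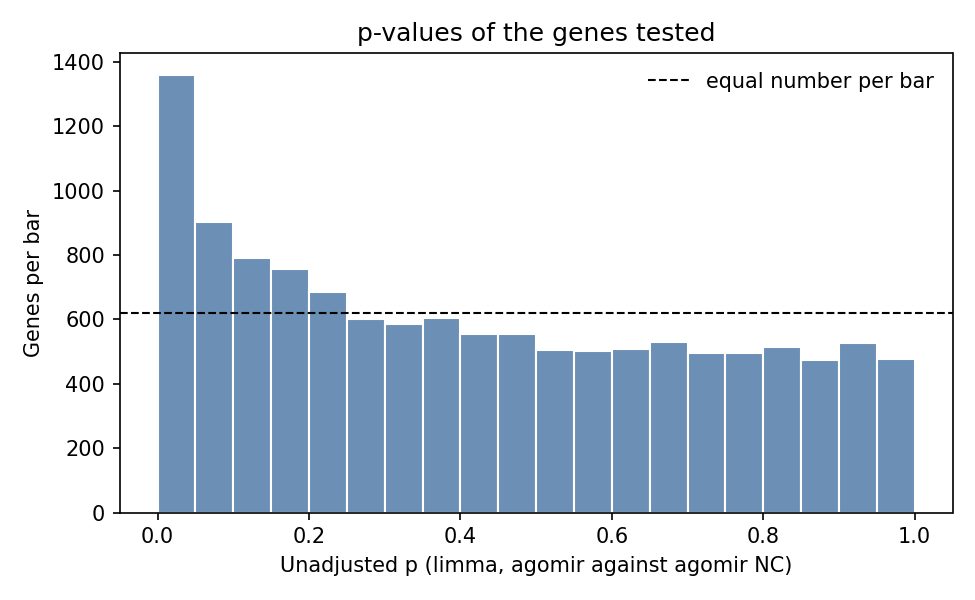
Number of genes, on the vertical axis, in each 0.05-wide bar of unadjusted p from limma, on the horizontal axis; the dashed line marks an equal number of genes in every bar. The leftmost bar holds 1359 genes, against 621 at the line.

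The gene past the adjusted threshold was TRAPPC4, which encodes a subunit of a vesicle transport complex. It was at 15.3 ± 0.244 FPKM (SD, n = 3) with the agomir and at 9.85 ± 0.408 FPKM (SD, n = 3) with the agomir NC. Its log2 fold change was 0.61 (standard error 0.059, adjusted p = 0.0216 from limma with Benjamini-Hochberg adjustment), but the adjusted p was above 0.05 in 8 of 16 other settings, up to 0.186 without the variance trend. Among genes with a symbol and with groups that did not overlap, the largest rise on the log2(FPKM + 0.5) scale was that of RGCC, from 0.814 ± 0.351 to 1.82 ± 0.396 FPKM (SD, n = 3 each), a log2 fold change of 0.84 (standard error 0.20). PPARA rose from 3.501 ± 0.290 to 5.77 ± 0.570 FPKM (SD, n = 3 each), LCORL from 1.99 ± 0.537 to 3.23 ± 0.208 FPKM and KCNMB3 from 0.322 ± 0.0720 to 0.756 ± 0.219 FPKM (SD, n = 3 each). The largest fall on that scale was that of ZNF449, which was listed at 0.0151, 0 and 0.577 FPKM in the agomir libraries and at 1.496, 1.88 and 1.88 FPKM in the agomir NC libraries. ZNF389 was listed at 0 in 2 agomir libraries and at 0.465 FPKM in the other, against 0.878, 0.909 and 0.786 FPKM with the agomir NC. RHBDL2 fell from 2.08 ± 0.398 to 0.877 ± 0.330 FPKM, YPEL4 from 1.64 ± 0.275 to 0.863 ± 0.152 FPKM and MESP1 from 0.917 ± 0.355 to 0.416 ± 0.108 FPKM (SD, n = 3 each). With 1 library left out, some of these genes no longer reached a fold of 1.5. The log2 fold change of LCORL went from 0.60 to 0.41 without agomir NC replicate 1. That of MESP1 went from -0.61 to -0.42 without agomir NC replicate 2. None of the 9 genes other than TRAPPC4 was under an adjusted p of 0.05 in limma, where the lowest was 0.114 for PPARA and ZNF449. An exact two-sided permutation test of 3 libraries against 3 cannot go below p = 0.1, and genes selected for groups that do not overlap reach it by that selection.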

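For real-time PCR, the paper took 12 of its differentially expressed genes, 6 higher and 6 lower with the agomir in Fig. 6C,D. BDNF, STRADB, KCNMB3, APOA1, FGFR2 and FGFR3 make up the former, and HSPB7, FABP4, SFRP1, C1QTNF2, RAB3A and TCEA3 the latter. In the FPKM values, all 12 were low, between 0.171 and 11.0 FPKM in any library. FGFR2 and FGFR3 were below the mean of 0.5 FPKM and were not tested. The other 10 genes all changed in the direction of Fig. 6C,D, with log2 fold changes between 0.44 and 0.60 in size. Of these, 9 were under an unadjusted p of 0.05 in limma, and the exception was C1QTNF2. Adjusted over the list alone, 9 of the 10 genes were under 0.05. The paper presents the list as differentially expressed genes of this sequencing, so this is not independent evidence. Adjusted over all genes tested, none of the 10 was under 0.05, with limma's adjusted p between 0.122 and 0.485. Only 1 of them, KCNMB3, passed both an unadjusted p of 0.05 and a fold change of 1.5 on the log2(FPKM + 0.5) scale. With a pseudocount of 0.1, 7 of them did. When the fold was taken from mean FPKM without a pseudocount, a setting chosen after the data were examined, 8 did. The count was 0 with a pseudocount of 1 and 0 with a mean of at least 1 FPKM, where 7 were tested. After a trend with gene span was removed from each library, also chosen after the data were examined, 0 did. With the libraries weighted by limma, 3 did. With 1 library left out, between 0 and 4 did, 0 without agomir replicate 3, 2 without agomir NC replicate 3, 3 without agomir replicate 2, and 4 without agomir replicate 1 or agomir NC replicate 2.

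**Figure D2:**
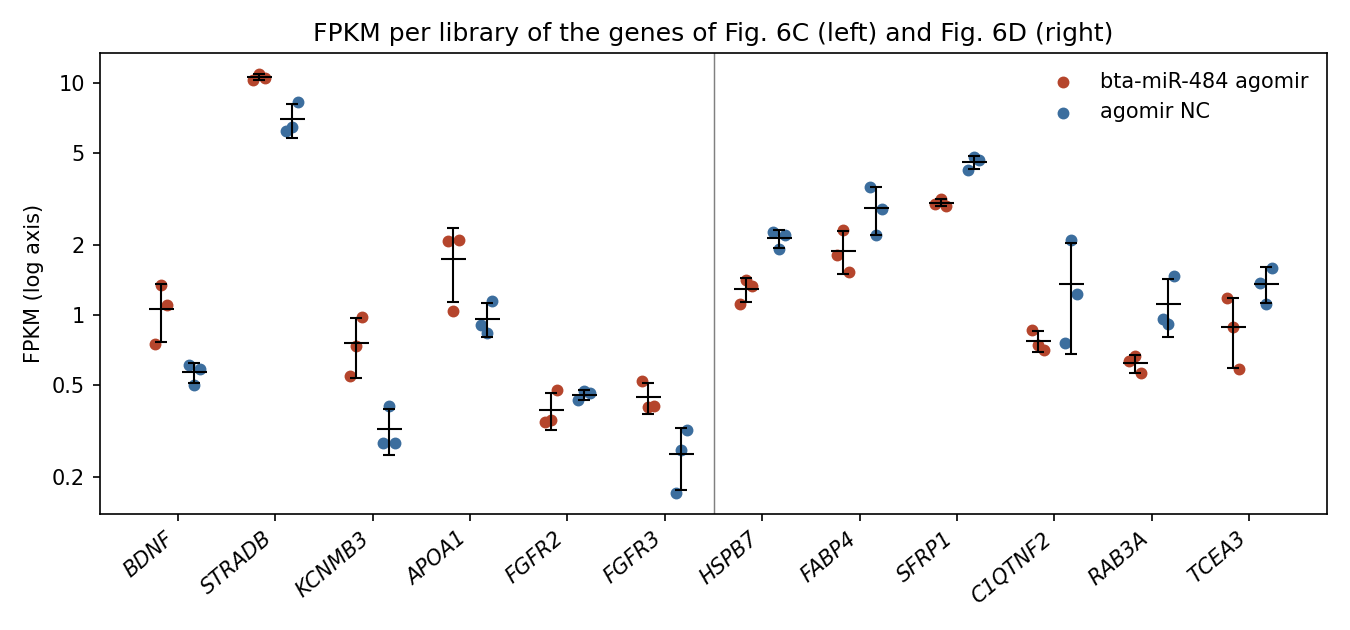
FPKM per library, on a log axis, of the genes of Figure 6C (left of the line) and Figure 6D (right), with the bta-miR-484 agomir in red and the agomir NC in blue; points are the 3 libraries of each group, and bars give the mean and SD. The groups do not overlap in 7 of the 12 genes.

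STRADB stood furthest from the spread between replicates among the genes that rose. It was at 10.6 ± 0.323 FPKM (SD, n = 3) with the agomir and at 6.99 ± 1.16 FPKM (SD, n = 3) with the agomir NC, a log2 fold change of 0.58 (standard error 0.10). BDNF was at 1.07 ± 0.301 against 0.566 ± 0.0579 FPKM (SD, n = 3 each). Among the genes that fell, HSPB7 was at 1.29 ± 0.155 against 2.14 ± 0.189 FPKM, RAB3A at 0.620 ± 0.0552 against 1.12 ± 0.311 FPKM and TCEA3 at 0.885 ± 0.297 against 1.36 ± 0.241 FPKM (SD, n = 3 each). In C1QTNF2, 1 agomir NC library lay at 0.754 FPKM, inside the range of the agomir libraries, and the others at 2.11 and 1.23 FPKM. Its log2 fold change was -0.49, but -0.74 without that library and -0.21 without agomir NC replicate 2, and that of TCEA3 was -0.44, but -0.28 without agomir replicate 3. FGFR3 was at 0.441 ± 0.0661 FPKM with the agomir and 0.251 ± 0.0751 FPKM with the agomir NC (SD, n = 3 each). FGFR2 was not higher with the agomir, at 0.391 ± 0.0714 against 0.454 ± 0.0227 FPKM, and its groups overlapped (exact two-sided permutation test, p = 0.4, n = 3 each).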

The RNA sequencing results were confirmed by using real-time PCR (Figure 6C,D). Gene ontology (GO) annotation indicated that differentially expressed genes (DEGs) were enriched in the positive regulation of glycogen biosynthetic processes, glucose import, and other biological processes (Figure 6E). The clusters of orthologous groups (COG) classification revealed that these DEGs were rich in amino acid transport and metabolism, posttranslational modification, protein turnover, chaperones, secondary metabolite biosynthesis, transport and catabolism, general function prediction only, signal transduction mechanisms, and other processes (Figure 6F). Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis indicated that these DEGs were enriched in the apoptosis (2.13%), AMPK (2.13%), calcium (2.13%), Ras (4.26%), MAPK (4.26%), Wnt (4.26%), PI3K-Akt (8.51%), adipocytokin (2.13%), insulin secretion (4.26%), and PPAR signaling pathways (6.38%) (Figure 6G).

### 2.6. Bta-miR-484 Targeted Binding of SFRP1

To further understand how *bta-miR-484* exerts its biological function, we utilized two bioinformatics tools, TargetScan and RNAhybrid, to predict its potential targets; we then combined these results with prior literature reports to screen for candidate target genes of *bta-miR-484*. We determined that the 3’UTR of *SFRP1* possessed a target sequence of *bta-miR-484*; further, the free-pairing energy between *bta-miR-484* and *SFRP1* was calculated as -38.6 kcal/mol. Moreover, RNA sequencing results demonstrated that overexpression of *bta-miR-484* down-regulated the expression level of *SFRP1*. Therefore, *SFRP1* was selected as a candidate target gene of *bta-miR-484*. 

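SFRP1, listed by its symbol, encodes a secreted antagonist of Wnt signaling. It was at 3.01, 3.17 and 2.96 FPKM in the 3 agomir libraries and at 4.21, 4.81 and 4.66 FPKM in the 3 agomir NC libraries, so that every agomir library lay below every agomir NC library. The means were 3.05 ± 0.105 and 4.56 ± 0.312 FPKM (SD, n = 3 each), a ratio of 0.668. The log2 fold change was -0.51 (standard error 0.088), more than the spread between replicates, with limma's unadjusted p at 0.000201. Adjusted over all genes tested, limma's p was 0.122. The exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change stayed between -0.56 and -0.48. A fold of 1.5 on the log2(FPKM + 0.5) scale was not reached. From the predicted site in the 3'UTR of SFRP1 and its lower expression with the agomir, the paper selects SFRP1 as a candidate target gene of bta-miR-484.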

To determine the targeted regulatory relationship between *bta-miR-484* and *SFRP1*, 3’UTR wild-type and mutant vectors of *SFRP1* were constructed, and the nucleotide mismatch between *bta-miR-484* and *SFRP1* was introduced by mutation (Figure 7A). A dual luciferase reporter assay demonstrated the cotransfection of *SFRP1* wild-type 3’UTR (*SFRP1*-3’UTR-wt) and *bta-miR-484* down-regulated relative luciferase activity. However, cotransfection of *SFRP1* mutant 3’UTR (*SFRP1*-3’UTR-mut) and *bta-miR-484* could no longer inhibit relative luciferase activity (Figure 7B). Furthermore, after the overexpression or inhibition of *bta-miR-484*, the expression levels of *SFRP1* and *bta-miR-484* exhibited opposite trends (Figure 7C,D). The expression of *SFRP1* was then detected at different time points during the induction of preadipocyte differentiation. With an increase in induction time, the expression of *SFRP1* initially decreased before increasing. (Figure 7E). Thus, *bta-miR-484* was determined to target *SFRP1* and negatively regulate its expression.

## 3. Discussion

The fundamental property of preadipocytes was their ability to proliferate and differentiate into mature adipocytes. *CEBPA* and *PPARγ* are key regulators of adipogenesis; in particular, the primary role of *CEBPA* in this process is to induce the expression of *PPARγ* [24]. Then, activated *PPARγ* acts as a transcription factor for *FABP4* and *LPL* genes expressed in mature adipocytes [25]. In the present study, isolated preadipocytes exhibited increased accumulation of lipid droplets and upregulated *CEBPA*, *FABP4,* and *LPL* gene expression following induction of differentiation. The temporal expression patterns of these genes were similar to those previously reported [26], indicating that the isolated preadipocytes were successfully transformed into mature adipocytes and suggesting that this model could be utilized in further bovine adipogenesis experiments. Subsequently, we evaluated the expression of *bta-miR-484* at different time points during bovine adipogenesis. Overall, the *bta-miR-484* expression levels initially increased before decreasing during adipocyte differentiation; this indicated that *bta-miR-484* may be involved in the regulation of adipogenesis.

Cell proliferation and apoptosis were essential biological processes. E-type cyclins bind to *CDK2* to promote G1/S transition during the normal cell cycle [27]. Additionally, *PCNA* plays a key role in DNA replication and replication-related processes [28]. Alternatively, activation of cysteine proteases (caspases) is the most widely recognized biochemical marker of early and late apoptosis. Specifically, the detection of *Caspase-3* and *Caspase-9* expression in cells is important for determining the induction of apoptosis [29,30]. BAX, a pro-apoptotic protein involved at the mitochondrial level, was a critical protein for enhancing apoptosis as it has the potential to induce necrotic cell death in some cases, even when caspase activation was inhibited [31]. In previous studies, *miR-484* has been shown to inhibit cell viability and promote apoptosis of granulosa cells by directly targeting Yes-associated protein 1 (*YAP1*) [32]. Additionally, *miR-484* has been observed to target CC chemokine ligand 18 (*CCL-18*) through the PI3K/AKT signaling pathway, thereby inducing G1 phase cell cycle arrest, inhibiting cell proliferation, and promoting apoptosis of gastric cancer cells [33]. These findings were consistent with the results of this study, which indicated that *bta-miR-484* overexpression in bovine adipocytes reduces cell viability, inhibited mRNA and protein expression of proliferation marker genes (PCNA and CDK2), induced G1 phase cell cycle arrest, promoted the mRNA expression of apoptotic marker genes (*BAX*, *Caspase 3,* and *Caspase 9)* mRNA, promoted the protein expression of BAX and Caspase 3, and increased the number of apoptotic cells. Based on these results, we conclude that *bta-miR-484* plays an important role in the proliferation and apoptosis of bovine preadipocytes.

Recently, various miRNAs have been implicated in the regulation of adipocyte differentiation. *miR-424(322)/503* targets γ-synuclein (*SNCG*), thereby regulating adipocyte differentiation [34]. Additionally, *bta-miR-149-5p* regulates bovine adipogenesis by downregulating the mRNA levels of adipogenic marker genes, such as *KLF6*, *ACSL1*, *SCD*, *SIK2,* and *ZEB1* in adipocytes [35]. Overexpression of *miR-19a* and *miR-19b* suppresses the expression of *PPARγ* and *CEBPA* in 3T3-L1 cells. [36]. Further, overexpression of miR-146b promotes the expression of genes associated with adipocyte differentiation, such as *CEPBA*, *PPARγ*, and *AP2* [37]. In the current study, we further explored the effects of *bta-miR-484* on adipocyte differentiation. Overexpression of *bta-miR-484* reduced lipid droplet formation and correspondingly decreased the expression of lipogenic markers (*CEBPA*, *FABP4*, and *LPL)*. Conversely, inhibition of *bta-miR-484* expression increased the accumulation of lipid droplet and promoted the expression of lipogenic markers. Simultaneous sequencing indicated that overexpression of *bta-miR-484* downregulated expression of *FABP4*, a gene positively associated with adipocyte differentiation, and upregulated apolipoprotein A 1 (*APOA1*), a gene negatively associated with adipocyte differentiation. 

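FABP4, a fatty acid binding protein gene, was at 1.82, 2.33 and 1.54 FPKM in the 3 agomir libraries and at 3.57, 2.21 and 2.88 FPKM in the 3 agomir NC libraries, so 1 agomir library lay above 1 agomir NC library. Its mean was 1.896 ± 0.400 FPKM with the agomir and 2.89 ± 0.679 FPKM with the agomir NC (SD, n = 3 each). The log2 fold change was -0.49 (standard error 0.17), and its adjusted p was 0.363 in limma. With each library left out in turn, it stayed between -0.64 and -0.35. APOA1 was at 2.09, 1.04 and 2.12 FPKM with the agomir and at 0.910, 0.837 and 1.15 FPKM with the agomir NC, and again 1 library of each group crossed over. Its mean was 1.75 ± 0.614 FPKM against 0.966 ± 0.164 FPKM (SD, n = 3 each), a log2 fold change of 0.58 (standard error 0.21, adjusted p = 0.374 in limma). For both genes the exact two-sided permutation test gave p = 0.2, so other labelings of the 6 libraries gave differences as large. These samples had been transfected for 48 h, and both genes were at low FPKM.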

Ultimately, these results suggest that *bta-miR-484* was involved in the differentiation of bovine adipocytes, and has a negative regulatory effect on the formation and lipid accumulation of bovine preadipocytes.

*SFRP1* was a Wnt antagonist involved in the regulation of adipogenesis and was expressed in both mouse and human mature adipocytes. Further, it has been determined to promote adipogenesis and inhibit the Wnt/β-catenin signaling pathway in vitro [38]. *SFRP1* deficiency can increase fat weight and adipocyte size, and was regulated during adipogenesis and obesity itself. *SFRP1* was upregulated in the early stages of obesity, thereby promoting adipose tissue expansion [39]. In addition, *SFRP1* affects the secretion of interleukin 6 (IL-6), monocyte chemoattractant protein-1 (*MCP-1*), and adiponectin, which were positively correlated with insulin sensitivity [40]. *SFRP1* has been previously identified as a direct target of *miR-542-3p* using a luciferase reporting assay. Additionally, *miR-542-3p* can alleviate the increase in adipogenesis after methotrexate treatment by inhibiting *SFRP1* [41]. However, the involvement of *SFRP1* as a direct target of *bta-miR-484* in the regulation of adipocyte differentiation remained unclear. Nonetheless, the current study identified *SFRP1* as a direct target of *bta-miR-484* using a double-luciferase reporter assay. Additionally, the mRNA expression of *SFRP1* was determined to be reduced in preadipocytes overexpressing *bta-miR-484*; in contrast, *SFRP1* expression was increased in adipocytes after *bta-miR-484* was silenced. Meanwhile, the corresponding RNA-seq results demonstrated that overexpression of *bta-miR-484* downregulated the expression of the *SFRP1* gene enriched in the Wnt signaling pathway. In addition, the expression of *SFRP1* and *bta-miR-484* showed an opposite trend with increasing time of adipocyte-induced differentiation. These results indicate that *SFRP1* is a target of *bta-miR-484*-mediated adipocyte differentiation. In conclusion, *bta-miR-484* negatively regulates adipocyte differentiation; this provides a novel molecular target for elucidating the regulatory mechanisms of adipocyte differentiation and adipogenesis in cattle.

## 4. Materials and Methods

### 4.1. Materials

Subcutaneous adipose tissue was collected from three premature calf. The adipose tissue was washed 4 times with PBS containing 2% penicillin-streptomycin (Pen-Strep, Hyclone, UT, USA). The visible nerves, blood vessels, and connective tissues on the surface were removed. Then, the adipose tissue was transferred to PBS containing 1% Pen-Strep and transported to the laboratory within 2 h at room temperature to isolate adipocytes. HEK293T cells were purchased from Fenghui Biological Corporation; these cells were resuscitated and cultured in the Key Laboratory of Ruminant Molecular Cell Breeding of Ningxia Hui Autonomous Region, before subculturing and cryopreservation.

### 4.2. Adipocyte Isolation, Culture and Differentiation

Preadipocytes were isolated from bovine adipose tissue using 1 mg/mL collagenase I (Sigma-Aldrich, St. Louis, MO, USA). Subsequently, these adipocytes were cultured in DMEM (Hyclone, Logan, UT, USA) containing 10% fetal bovine serum (FBS; Biological Industries, Kibbutz, Israel) and 1% Pen-Strep. After the adipocytes reached 100% confluence, the medium was replaced with induced differentiation medium. After 2 d of induction, the differentiation induction medium was discarded and maintenance medium was added. The maintenance medium was changed every 2 d before adipocytes were collected [42].

### 4.3. Oil Red O Staining

When adipocyte differentiation was complete, the culture medium was discarded, and the cells were washed with PBS three times and fixed with 4% paraformaldehyde at room temperature for 60 min, after which the excess paraformaldehyde solution was discarded and the cells were cleaned with 60% isopropanol. After ensuring the Petri dish was completely dry, the Oil Red O working solution was added and allowed to incubate at room temperature for 30 min. Next, Oil Red O was discarded, and the cells were washed four times with PBS. Then, images were captured using an inverted fluorescence microscope. Finally, Oil Red O was eluted from the stained cells with 100% isopropanol; then, absorbance was quantified at 510 nm using a multifunctional enzyme marker to analyze lipid droplet aggregation.

### 4.4. CCK-8 Assay and EdU Staining

Adipocytes were seeded in 96-well plates (Corning, New York, NY, USA) and allowed to adhere overnight. On the second day of incubation, adipocytes were transfected with *bta-miR-484* agomir, *bta-miR-484* agomir NC, *bta-miR-484* antagomir, or *bta-miR-484* antagomir NC; the medium was then replaced with fresh medium 6 h post-transfection. Subsequently, in each well, cells that were transfected for 6, 18, 30, 42, 54, 66, and 72 h were combined with 10 μL of cell counting kit-8 (CCK-8; Plomag, Beijing, China) reagents, and incubated for an additional hour. Sample absorbance was measured at 450 nm by using a multifunctional enzyme marker. A blank control was used to detect the CCK-8 absorbance of adipocytes without transfection. Finally, we analyzed the effect of *bta-miR-484* on adipocyte viability across these different time points of transfection.

### 4.5. Flow Cytometery

Adipocytes transfected with *bta-miR-484* agomir, *bta-miR-484* agomir NC, *bta-miR-484* antagomir, or *bta-miR-484* antagomir NC for 48 h were collected via trypsin digestion. Cell cycle phases were detected using the cell cycle and apoptosis analysis kit (Beyotime, Shanghai, China) and apoptosis was detected using the annexin V-FITC apoptosis detection kit (Beyotime). Flow cytometry was performed using an accuri C6 plus cytometer (BD Biosciences, San Jose, CA, USA), and the fraction of cells in each cell cycle phase and apoptosis stage were analyzed using FlowJo software (version v10.6.2; Tree Star Inc., Ashland, OR, USA).

### 4.6. RNA Extraction and Quantitative Real-Time PCR (qPCR)

Total RNA was harvested from adipocytes using Trizol reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). RNA concentration was then determined using multifunctional enzyme markers. Next, the total RNA was reverse-transcribed into cDNA using the PrimeScript RT kit (Takara, Kusatsu, Shiga, Japan); the cDNA obtained by replacing universal primers with specific stem ring primers was then used as a template for miRNA quantification. Then, qPCR was performed using a CFX96 system (Bio-Rad, Hercules, CA, USA) with SYBR Green Supermix (Takara). The sequences of the oligonucleotide primers used in this study were listed in Table S1. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*)-normalized mRNA, *U6*-normalized miRNA, and 2^−ΔΔCT^ were used to analyze the relative mRNA abundance of each gene [43].

### 4.7. Western Blotting

Adipocytes were transfected with a *bta-miR-484* agomir, *bta-miR-484* agomir NC, *bta-miR-484* antagomir, or *bta-miR-484* antagomir NC before differentiation was induced. Adipocytes were collected using trypsin digestion (Hyclone) 2 d after transfection and 6 d after induction of differentiation. Proteins were isolated from adipocytes using a whole protein extraction kit (KeyGEN BioTec, Jiangsu, China) and total protein was quantified using a BCA protein quantification kit (KeyGEN BioTec). Denatured protein samples were then added to a 10% gel tank before electrophoresis at 80 v for 2 h, until they had transferred to the bottom layer of the separated gel. Using the wet transfer method, protein strips were electrotransferred to a PDVF membrane; then, the PDVF membrane was transferred to 5% skimmed milk powder and sealed for 2 h. Then, the milk powder was discarded, the membrane was washed 1–2 times with TBST, and the primary antibody was added before incubation overnight at 4 °C. Next, the membrane was washed 3 times with TBST for 10 min each time, the waste solution was discarded, the secondary antibody was added, and the membra ne was incubated for 2 h at a constant temperature. Finally, the PVDF membrane was treated with 200 µL of ultra-sensitive luminescent solution; the corresponding images were collected and stored by an imager. Image J software (version v10.6.2). was then used for quantitative analysis of protein bands. Antibody information is shown in Table S2.

### 4.8. RNA-Seq

Adipocytes transfected with *bta-miR-484* agomir or *bta-miR-484* agomir NC 48 h were collected using TRIzol (n = 3); then, second-generation transcriptome sequencing was performed at BioMarker Technology (Qingdao, Shandong, China) using an Illumina HiSeq TM sequencing platform. The primer used to verify the sequencing results were shown in Table S3. BMKCloud (www.biocloud.net, accessed on 21 June 2022) was used for differential expression screening, GO functional annotation, COG classification, and KEGG pathway enrichment analyses.

### 4.9. Target Gene Prediction

TargetScan databases (http://www.targetscan.org/vert_72/; accessed on 9 October 2021) were used to predict the *bta-miR-484* target mRNA, and the RNAhybrid database (https://bibiserv.cebitec.uni-bielefeld.de/mahybrid/; accessed on 9 October 2021) was applied to the analysis of *bta-miR-484* candidate targets and to calculate the free energy of interaction between *bta-miR-484* and these candidate genes [44]. At the same time, combined with the literature reports, the candidate target genes of *bta-miR-484* were screened.

### 4.10. Dual Luciferase Reporter Gene Assay

Dual luciferase reporter vector with *SFRP1*-3’UTR-wt and *SFRP1*-3’UTR-mut binding sites were constructed by General Biol (Anhui, China). *SFRP1*-3’UTR-wt or *SFRP1*-3’UTR-mut were co-transfected with *bta-miR-484* agomir or *bta-miR-484* agomir NC into HEK293T cells cultured to 70% confluence. Lipofectamine 3000 (Invitrogen) was used as the transfection reagent in this protocol. Then, these HEK293T Cells were harvested 48 h after transfection, and the relative fluorescence activity was measured using the Dual-Glo Luciferase Assay System (Promega, Madison, WI, USA) according to the manufacturer’s instruction.

### 4.11. Statistical Analyses

Differences between the groups were analyzed using a Student’s *t*-test when comparing two groups or a one-way analysis of variance (ANOVA) when comparing two groups. All data were presented as mean  ±  standard deviation (SD). * *p* < 0.05 was considered statistically significant. GraphPad Prism 7 (GraphPad, San Diego, CA, USA) was used for graphical representation of the data.

## 5. Conclusions

In the present study, we performed a series of assays to characterize and evaluate the function of *bta-miR-484*; these suggested that *bta-miR-484* targets *SFRP1* and regulates proliferation, differentiation, and apoptosis. Overall, these results provide a strong reference for further elucidation of the mechanism of action of *bta-miR-484* in bovine adipogenesis.

## Figures and Tables

**Figure 1:**
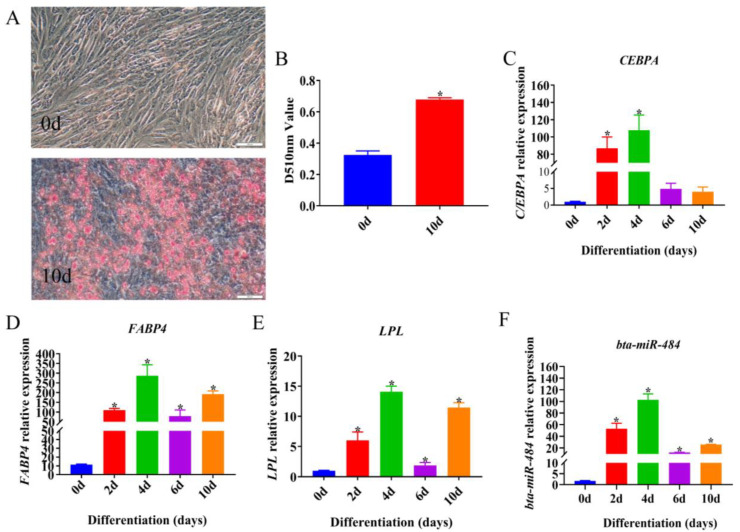
Induced preadipocytes differentiation. (**A**) Oil Red O staining at 0 d and 10 d after induced preadipocytes differentiation. Scale bar: 200 μm. (**B**) Oil Red O absorption value detected at 510 nm. (**C**–**F**) Expression of *CEBPA*, *FABP4*, *LPL,* and *bta-miR-484* during induction of preadipocyte differentiation. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

**Figure 2:**
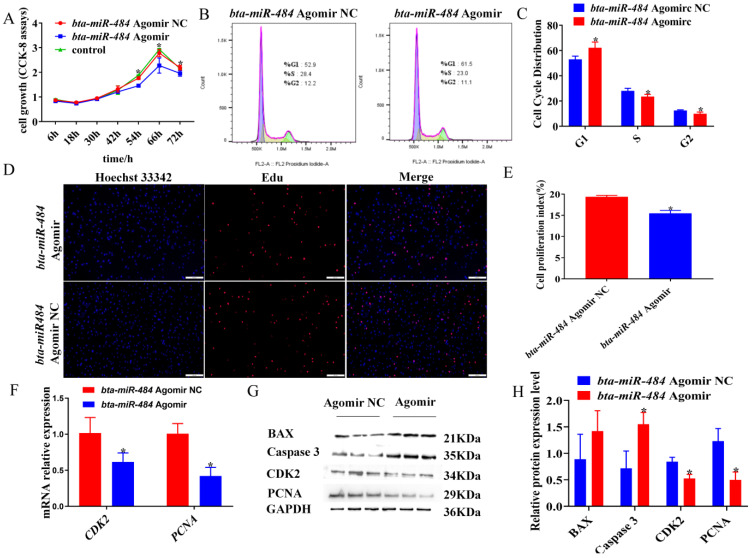
*Bta-miR-484* agomir inhibited the proliferation of preadipocytes. (**A**) CCK-8 assay to determine adipocyte viability. (**B**,**C**) Cell cycle phase analysis of adipocytes by flow cytometry. (**D**,**E**) Adipocyte proliferation was examined by EdU immunofluorescent staining. Red represents EdU staining; blue represents cell nuclei stained with Hoechst 33342. Scale bar: 500 μm. (**F**) Relative mRNA expression of *CDK2* and *PCNA* genes in preadipocytes 48 h after transfection with a *bta-miR-484* agomir or *bta-miR-484* agomir NC. (**G**,**H**) Protein expression levels of CDK2, PCNA, Bcl-2-associated X protein (BAX), and cysteine-dependent aspartate-specific proteases 3 (Caspase 3) were detected in *bta-miR-484* over-expressing adipocytes using WB. GAPDH was used as an internal reference. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

**Figure 3:**
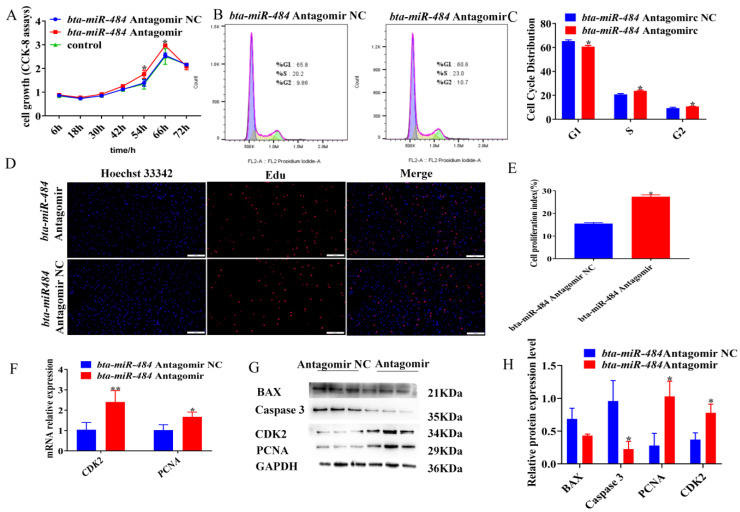
Inhibition of *bta-miR-484* promotes adipocyte proliferation. (**A**) CCK-8 assay to determine adipocyte viability. (**B**,**C**) Cell cycle phase analysis of adipocytes using flow cytometry. (**D**,**E**) Adipocyte proliferation was examined by EdU immunofluorescent staining. Red represents EdU staining; blue represents cell nuclei stained with Hoechst 33342. Scale bar: 500 μm. (**F**) Relative mRNA expression of *CDK2* and *PCNA* in preadipocytes 48 h after transfection with a *bta-miR-484* antagomir or *bta-miR-484* antagomir NC. (**G**,**H**) Protein expression levels of CDK2, PCNA, BAX, and Caspase3 were detected in *bta-miR-484* down-regulated adipocytes using WB. GAPDH was used as an internal reference. Data are presented as mean ± SD. n = 3. * *p* < 0.05. ** *p* < 0.01.

**Figure 4:**
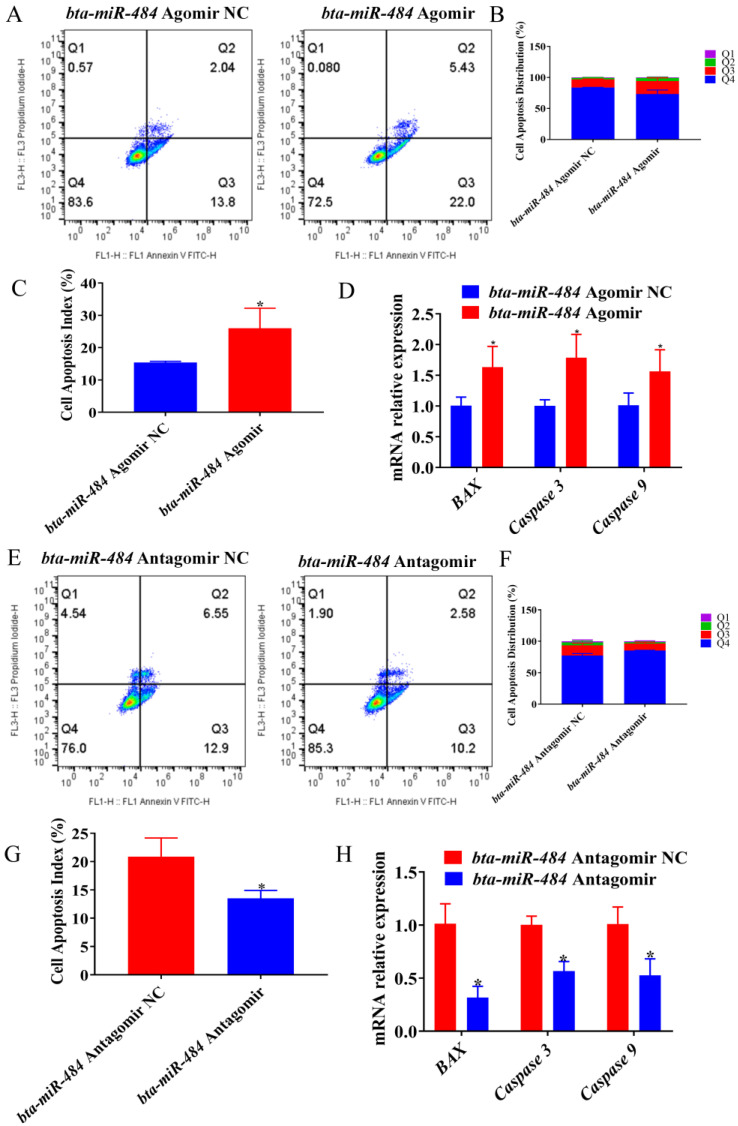
The effect of *bta-miR-484* overexpression or silencing on adipocyte apoptosis. (**A**–**C**,**E**–**G**) The apoptotic phase of adipocytes was analyzed using flow cytometry. (**D**,**H**) Relative mRNA expression of *BAX*, *Caspase 3*, and *Caspase 9* genes in *bta-miR-484* overexpressing or *bta-miR-484* inhibited adipocytes. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

**Figure 5:**
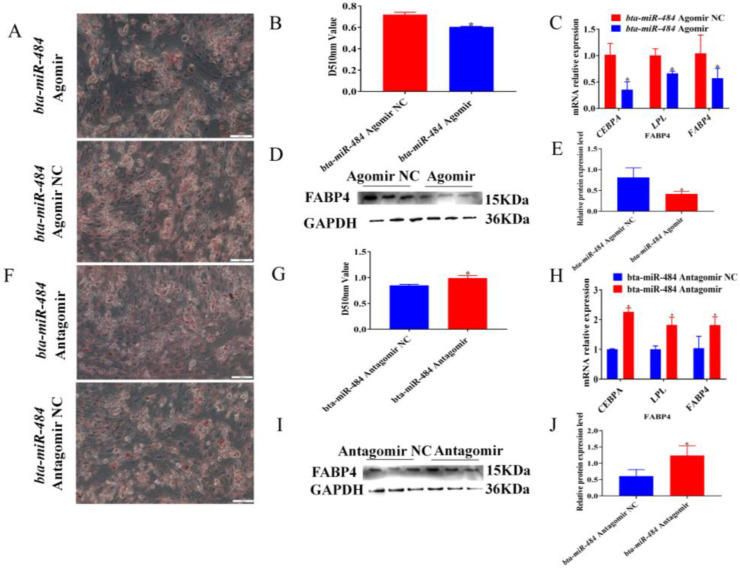
*Bta-miR-484* inhibits the differentiation of preadipocytes. (**A**,**F**) Graphs show brightfield microscopy of differentiated adipocytes stained by Oil Red O for *bta-miR-484* overexpression or inhibition adipocytes. Scale bars: 500 μm. (**B**,**G**) The Oil Red O dye was eluted with 100% isopropanol and the absorbance was detected at 510 nm. (**C**,**H**) Expression of *CEBPA*, *LPL*, and *FABP4* genes was measured 6 d after induction of differentiation in *bta-miR-484*- overexpressing or inhibiting adipocytes. (**D**,**E**,**I**,**J**) Protein levels of FABP4 were detected by the WB of adipocytes with *bta-miR-484* overexpression or inhibition. GAPDH was used as an internal reference. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

**Figure 6:**
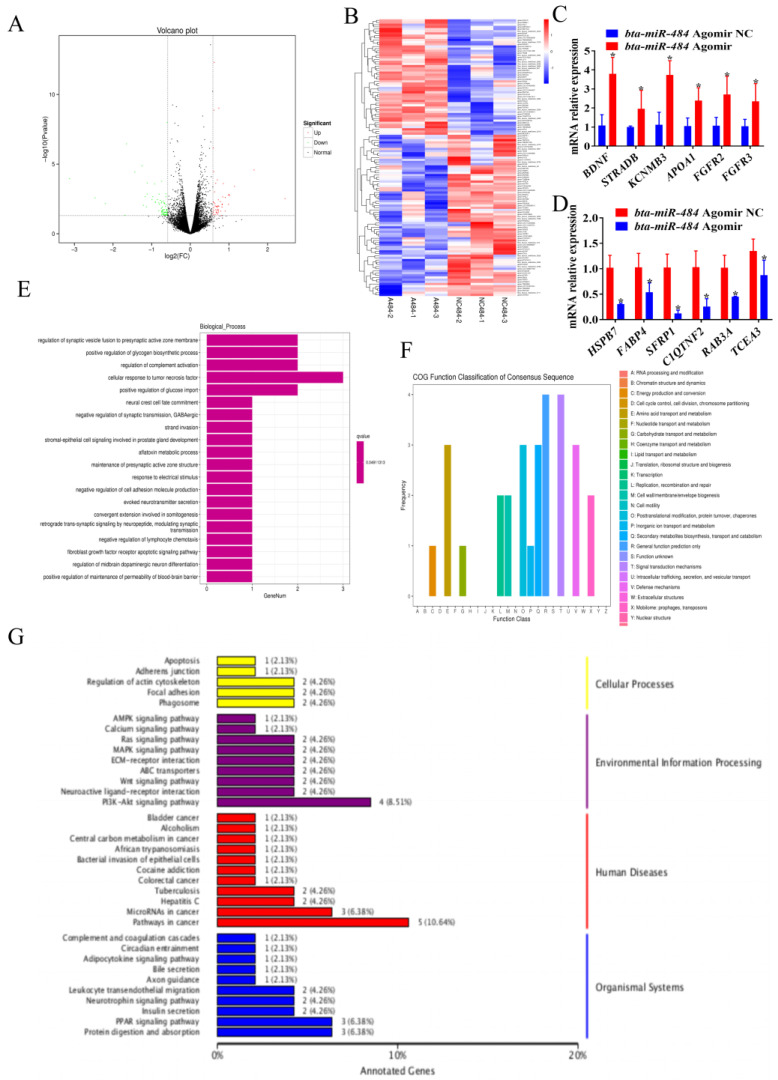
RNA sequencing analysis of *bta-miR-484* overexpression in adipocytes. (**A**) Differential expression volcano plot. (**B**) Heat map of differentially expressed mRNAs in control and *bta-miR-484* overexpressing adipocytes. A484 = “*bta-miR-484* agomir”, NC484 = “*bta-miR-484* agomir NC” (**C**,**D**) qPCR analysis of DEGs in control and *bta-miR-484*-overexpressing adipocytes. (**E**) GO enrichment histogram of differentially expressed genes. (**F**) COG annotation classification statistics of differentially expressed genes. (**G**) KEGG classification map of differentially expressed genes. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

**Figure 7:**
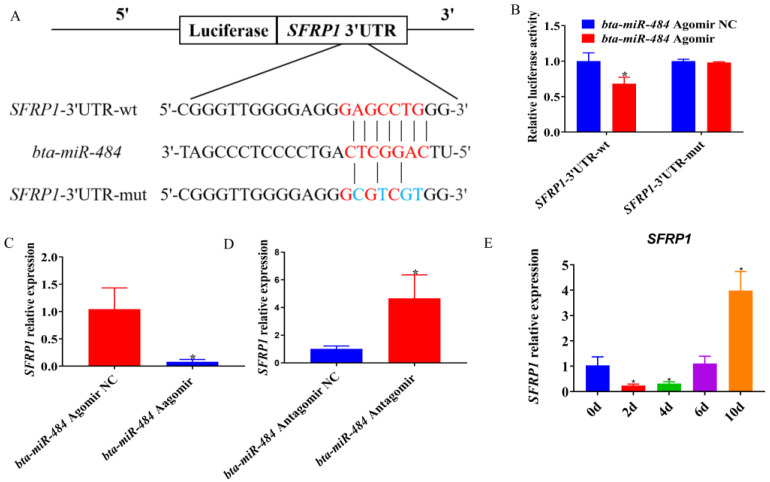
Verification of the *bta-miR-484* target gene, *SFRP1*. (**A**) *Bta-miRNA-484* and *SFRP1* 3’UTR binding sites. (**B**) Dual-luciferase reporter assay to evaluate the targeting relationship between *SFRP1* and *bta-miR-484*. (**C**,**D**) The expression level of *SFRP1* in adipocytes was detected after overexpression or inhibition of *bta-miRNA-484*. (**E**) Expression of *SFRP1* during induction of preadipocyte differentiation. Data are presented as mean ± SD. n = 3. * *p* < 0.05.

## Data Availability

The RNA-seq data (GSE238109) were uploaded to GEO (https://www.ncbi.nlm.nih.gov/gds/?term=GSE238109, accessed on 31 July 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241612710/s1.

# Supplementary material for: Bta-miR-484 Targets SFRP1 and Affects Preadipocytes Proliferation, Differentiation, and Apoptosis
**Source:** Int J Mol Sci. 2023 Aug 11;24(16):12710. doi: 10.3390/ijms241612710
**Supplement:** Supplementary file 1

**Table S1.** Oligonucleotide primer sequences used for quantitative real-time polymerase chain reaction.

| Gene               | Primer sequence                                                   | Annealing temperature/°C |
|--------------------|-------------------------------------------------------------------|--------------------------|
| <i>bta-miR-484</i> | RT: GTCGTATCCAGTGC GTGTCGT<br>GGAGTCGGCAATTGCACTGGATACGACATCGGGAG | -                        |
| <i>bta-miR-484</i> | F: GAATACTCAGGCTCAGTCCC<br>R: CAGTGCGTGTCGTGGAGT                  | 60                       |
| <i>U6</i>          | F: GCTTCGGCAGCACATATACTAAAAT<br>R: CGCTTCACGAATTTGCGTGTCAT        | 60                       |
| <i>SFRP1</i>       | F:GCTCAAGTGCGACAAGTTTC<br>R:GCTCAATGATGGCTTCAGAC                  | 60                       |
| <i>C/EBPα</i>      | F: TGGACAAGAACAGCAACGAG<br>R: TTGTCAGTGGTCAGCTCCAG                | 60                       |
| <i>FABP4</i>       | F: AAGTCAAGAGCATCGTAA<br>R: CCAGCACCATCTTATCAT                    | 60                       |
| <i>LPL</i>         | F: ACGATTATTGCTCAGCATGG<br>R: ACTTTGTACAGGCACAACCG                | 60                       |
| <i>GAPDH</i>       | F: ACTCTGGCAAAGTGGATGTTGTC<br>R: GCATCACCCCACTTGATGTTG            | 60                       |
| <i>PCNA</i>        | F: TCCAGAACAAGAGTATAGC<br>R: TACAACAGCATCTCCAAT                   | 60                       |
| <i>CDK2</i>        | F: TTTGCTGAGATGGTGACCCG<br>R: TAACTCCTGGCCAAACCACC                | 60                       |
| <i>Bax</i>         | F: GAGATGAATTGGACAGTAAC<br>R: TTGAAGTTGCCGTCAGAA                  | 60                       |
| <i>Caspase 3</i>   | F: CAGCGTCGTAGCTGAACGTA<br>R: CCAGAGTCCATTGATTTGCTTCC             | 60                       |
| <i>Caspase 9</i>   | F: TGGTGGTCATCCTGTCTC<br>R: CATCCATCTGTGCCATAAAC                  | 60                       |

# Supplementary material for: Bta-miR-484 Targets SFRP1 and Affects Preadipocytes Proliferation, Differentiation, and Apoptosis
**Source:** Int J Mol Sci. 2023 Aug 11;24(16):12710. doi: 10.3390/ijms241612710
**Supplement:** Supplementary file 1

**Table S2.** antibodies information of Western blot.

| Name of antibody     | Dilution rate | Company        | Product code |
|----------------------|---------------|----------------|--------------|
| PCNA                 | 1:500         | Sangon Biotech | D220014-0025 |
| CDK2                 | 1:500         | Abways         | cy5020       |
| FABP4                | 1:500         | Abways         | CY6768       |
| Caspase-3            | 1:1000        | Beyotime       | AC030        |
| Bax                  | 1:1000        | Abways         | CY5059       |
| GAPDH                | 1:2000        | Abways         | AB0036       |
| Goat anti-Rabbit IgG | 1:20,000      | Sangon Biotech | D111018      |

# Supplementary material for: Bta-miR-484 Targets SFRP1 and Affects Preadipocytes Proliferation, Differentiation, and Apoptosis
**Source:** Int J Mol Sci. 2023 Aug 11;24(16):12710. doi: 10.3390/ijms241612710
**Supplement:** Supplementary file 1

**Table S3.** Primers information of qPCR to verify sequencing results.

| Gene           | Primer sequence             | Annealing temperature/°C |
|----------------|-----------------------------|--------------------------|
| <i>HSPB7</i>   | F: CCCTGGGAGACGCCTATGA      | 60                       |
|                | R: TGTGGTTGTTGGAGGTGGTG     |                          |
| <i>SFRP1</i>   | F: GCTCAAGTGCGACAAGTTTC     | 60                       |
|                | R: GCTCAATGATGGCTTCAGAC     |                          |
| <i>CIQTNF2</i> | F: CTCAGGAATGGTGGGAAGAA     | 60                       |
|                | R: CACCGCTGACACCTTTGG       |                          |
| <i>RAB3A</i>   | F: TTTCCTCTTCCGCTATGC       | 60                       |
|                | R: GGACTCCTCGTTGGTAATG      |                          |
| <i>TCEA3</i>   | F: AGATCAAACAGCAGCAAATCA    | 60                       |
|                | R: TGTAATCATCATCCGCCTTC     |                          |
| <i>FGFR2</i>   | F: AACTGTATATGATGATGAGAG    | 60                       |
|                | R: ATCCAAGTCTTCTACCAA       |                          |
| <i>BDNF</i>    | F: CATGGGACTCTGGAGAGCAT     | 60                       |
|                | R: CAAAGGCACTTCACTGCTGA     |                          |
| <i>STRADB</i>  | F: GCAGGTTTCCTTTCCAAGAC     | 60                       |
|                | R: TATTACGGTGCGAGTTCC       |                          |
| <i>KCNMB3</i>  | F: TTCTCGGTCCTAATGTTCT      | 60                       |
|                | R: ACAGTCCGTCCAGTCATC       |                          |
| <i>APOA1</i>   | F: ACCGTGTATGTGGAAGCAATCAAG | 60                       |
|                | R: TCCCAGTTGTCCAGGAGTTTCAG  |                          |
| <i>FGFR3</i>   | F: GTCCTTGGAGTCCAGCTCATC    | 60                       |
|                | R: TATCCGTGGCGTCATCTTTC     |                          |

How the deposited data were processed for this re-analysis (not part of the article)

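RNA from bovine preadipocytes was sequenced 48 h after transfection with the bta-miR-484 agomir (3 libraries) or the agomir NC (3 libraries). The authors deposited FPKM values per gene and library, made from their reads with a program, genome build and annotation not given in the sources used here. Each value is an estimate normalized for transcript length and for the mapped fragments of its library. No read counts were used here, and the depth of each library is unknown, so no counting error can be given. Over 2553 low genes, at most 8 shared a 0.002-wide bin of the log2 ratio between 2 libraries, so whole reads could not be recovered.

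From the deposited FPKM values, genes with a mean of at least 0.5 FPKM over all 6 libraries were taken as log2(FPKM + 0.5), where 0.5 is a pseudocount. The groups were compared with limma (version 3.58.1 in R 4.3.3) by a linear model and a moderated test with a variance trend, two-sided, without a term for replicate number. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Counts were made at an adjusted p of 0.05, and at an unadjusted p of 0.05 with a fold change of at least 1.5, the lines drawn in Figure 6A. The paper's statistics section takes a p under 0.05 as significant for the whole study, and its text names no fold threshold and no threshold for the sequencing itself. Single genes were also compared by the exact permutation test of the 20 labelings of the libraries, whose smallest two-sided p is 0.1. Lists of genes of proliferation, adipogenesis and apoptosis were tested with limma's camera (preset correlation 0.01) and with fry.

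The tests and the alternatives were fixed before the data were examined, except for the correction for gene span, the fold change without a pseudocount, the tests of ribosomal protein genes and the single checks named in the closing section, for which the data had been examined. Genes were named by a rule fixed at the same time: the genes the paper measured, the 5 largest rises and the 5 largest falls among genes past the lines of Figure 6A with groups that do not overlap and with a symbol, and the genes past an adjusted p of 0.05. The bars of Figure 6C,D had been seen by then. Any other gene named was chosen after its values were seen. Some results under this rule and some other observations are not reported here. Gene spans and neighbors came from the RefSeq table of ARS-UCD2.0, where 11463 of the 12422 genes had a match by symbol or synonym.

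The model was tested on simulated data with the means and spreads of the 12422 genes, in which 200 genes were changed for the comparison of agomir against agomir NC. At a simulated fold of 1.5 on the log2 scale with the pseudocount, 68.0% of the changed genes passed an adjusted p of 0.05. Of the genes called there, 2.86% were false. At a simulated fold of 2 on that scale, 92.5% passed. Past the lines of Figure 6A, 29 of the 129 genes called were false at a simulated fold of 1.5. At a simulated fold of 2, 28 of 226 were false. At low FPKM, a fold on this scale stands for a larger ratio of FPKM. KCNMB3, for example, had a ratio of 2.35 and a log2 fold change of 0.60. The simulated percentages therefore do not apply to a fold of 1.5 in FPKM of low genes. They also need not hold where genes move together, as the cytosolic ribosomal protein genes did (estimated correlation 0.64). The other settings were pseudocounts of 0.1 and 1, no filter, a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, no variance trend, array weights, the replicate number as a block, each library left out in turn, a fold of at least 2, and no fold threshold. Enrichment of gene ontology, orthologous group and pathway terms was not analysed here, because the gene members of the terms were not among the sources used.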

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

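The test of the neighboring gene and the count over other partings of the libraries were chosen after the results were seen.

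TRAPPC4, which the paper does not discuss, was the gene past an adjusted p of 0.05, with a log2 fold change of 0.61 and all 3 agomir libraries, at 15.0, 15.3 and 15.5 FPKM, above all 3 agomir NC libraries, at 9.43, 9.89 and 10.2 FPKM. The tables argue against 3 technical explanations as the whole cause. After a trend with gene span was removed from each library, the log2 fold change was 0.62 and the adjusted p from limma 0.0127. Its neighbor RPS25, with a mean of 461 FPKM in the agomir NC libraries, had a log2 fold change of -0.084 (standard error 0.051), so reads spilling over from RPS25 would not raise TRAPPC4. With 1 library left out in turn, the smallest log2 fold change was 0.58, so no single library carried it. The adjusted p ranged from 0.0127 to 0.186 over the alternatives and was above 0.05 in 8 of 16. Of the 10 ways to part the 6 libraries into 3 and 3, 5 gave at least as many genes past the adjusted threshold, the real one included, so chance cannot be excluded. A response to the agomir, whether through the miRNA or through the transfected RNA itself, stays open and was not tested.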

How the results depend on the processing

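The correction for gene span and the fold change without a pseudocount were chosen after the data were examined.

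The number of genes past an adjusted p of 0.05 was 1 in the reported setting. It was 0 without a filter, 0 without the variance trend and 0 with the replicate number as a block, and it ranged from 0 to 2 when 1 library was left out. At 0 calls, limma's unadjusted p was still under 0.05 for 1604 genes without a filter, 1249 without the variance trend and 1260 with the block. TRAPPC4 was the gene called under both other pseudocounts, the mean of at least 1 FPKM, both scalings, array weights and the span correction. It lost the call without each of the agomir libraries and without agomir NC replicates 1 and 2, where fewer libraries entered the fit. Without agomir replicate 2 the gene called was LOC112445063, without agomir replicate 3 ZNF449, with a log2 fold change of -2.15 and an adjusted p of 0.00504 in limma, without agomir NC replicate 1 AKAP12, and without agomir NC replicate 3 both TRAPPC4 and STRADB, the latter at an adjusted p of 0.04998. LOC112445063 and AKAP12 were named after their values were seen.

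The counts past the lines of Figure 6A, 18 higher and 16 lower, depended on the treatment of low FPKM. They were 53 and 59 with a pseudocount of 0.1, 9 and 6 with a pseudocount of 1, 39 and 40 without a filter, and 61 and 68 when the fold was taken from mean FPKM without a pseudocount. With a mean of at least 1 FPKM, 12 were higher and 4 lower. A fold of at least 2 left 4 and 3 genes, and no fold threshold gave 824 and 535. The span correction gave 8 higher and 12 lower. With 1 library left out, the counts ranged from 25 to 33 higher and from 24 to 40 lower, and leaving out agomir replicate 1 gave 31 and 40. Median-ratio scaling gave 16 and 18, of which 16 and 16 were the same genes as in the reported setting. Beyond the fewer or more genes and libraries that enter, the cause was not tested. Of the 10 ways to part the libraries, 4 gave as many genes past both lines, the real one included, so chance cannot be excluded.

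All qPCR genes tested changed in the paper's direction in every setting with a filter, that is 10 of 10, 9 of 9 without agomir replicate 2 or 3, and 7 of 7 with a mean of at least 1 FPKM. Without a filter it was 11 of 12, the exception being FGFR2. Adjusted over the list alone, 9 of the 10 genes were under 0.05, but 3 of 9 were when agomir replicate 3 was left out, and 5 of 9 then had an unadjusted p under 0.05 in limma. A set of directions as uniform arose in 3 of the 10 partings, the real one included, so chance cannot be excluded.

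The mean log2 fold change of the proliferation list was -0.061. When 1 library was left out it ranged from -0.11 to -0.0069, and without agomir replicate 1 (-0.019) or agomir NC replicate 1 (-0.0069) camera's adjusted p was no longer under 0.05. The adipogenesis list, at -0.042, passed camera's threshold with a mean of at least 1 FPKM (-0.070) and with the replicate block (-0.042), and ranged from -0.081 to -0.029 when 1 library was left out, passing without agomir replicate 3 or agomir NC replicate 1. Under fry none of the 3 lists had a p under 0.05 in any setting.

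Of 402 values of single named genes under the alternatives, 390 kept their direction and side of the adjusted threshold, 8 of TRAPPC4 fell short of it and 2 passed it. With 1 library left out, CDK2 ranged from -0.017, without agomir NC replicate 3, to 0.20, and LPL from -0.023, without agomir replicate 2, to 0.12. SFRP1 stayed between -0.56 and -0.46 over its alternatives, with limma's adjusted p between 0.111 and 0.392.

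Replicate numbers 1 to 3 occur in both groups. The deviations of same-numbered libraries from their group means correlated at -0.051, 0.053 and 0.039 across genes, so no pairing was seen over all genes. A pairing in few genes would hardly move these correlations and cannot be excluded. The fit with the block, with 22 genes higher and 19 lower past the lines of Figure 6A, is given here only. The planned comparison of genes with and without a seed site of bta-miR-484, with its alternatives, was not run, because no transcript sequences were used here. Depth is unknown, which limits what can be said of genes near 0.5 FPKM such as FGFR2, FGFR3 and CEBPA.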

Differences from the paper's values

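The paper reports 51 upregulated genes, against 18 here, and 77 downregulated genes, against 16 here. Among the alternatives set before the data were examined, a pseudocount of 0.1 brought both counts within 1.5 times the paper's, at 53 and 59, and the fit without a filter did so for the upregulated genes only, at 39, with 40 downregulated. The remaining alternatives did not. The fold change from mean FPKM without a pseudocount, chosen after the values were seen, gave 61 and 68, and 4 of the paper's 12 qPCR genes were not among them. With the pseudocount of 0.1, 5 of the 12 were not among those called.

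For the qPCR genes, the ratio of mean FPKM of agomir over agomir NC was set beside the bars of Fig. 6C,D, which were read by eye. BDNF was at about 3.5 in Fig. 6C of the paper and at 1.88 here. FGFR2 was at about 2.5 in Fig. 6C of the paper and at 0.861 here, in the opposite direction. HSPB7 was at about 0.30 in Fig. 6D of the paper and at 0.604 here, SFRP1 at about 0.12 in Fig. 6D and at 0.668 here, and C1QTNF2 at about 0.25 in Fig. 6D and at 0.566 here. Median-ratio scaling, quantile normalization and leaving out each library kept these differences, except for C1QTNF2 without agomir NC replicate 3, where the ratio was 0.539 and the spread between replicates was wider. The gene span correction changes the values of each library, and these ratios were not taken under it. The remaining alternatives leave a ratio of mean FPKM as it is. The ratios of the other 7 genes were within 1.5 times the paper's or within the spread between replicates. Among them, KCNMB3 fell outside without agomir replicate 3, at 1.99, and without agomir NC replicate 1, at 2.20, and RAB3A without agomir NC replicate 3, at 0.661. qPCR and FPKM are different measures of the same genes.

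The paper states that sequencing showed lower SFRP1 with the agomir, and it was lower here, but it did not pass the lines of Figure 6A, nor an adjusted p of 0.05, in any of its 16 alternatives.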

Other observations

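The mitochondrial and cytosolic ribosomal protein genes were chosen as families after their values were seen, with all tests of them. The test of the gene span trend between libraries and the counts over other partings for unadjusted, adjusted and Figure 6A calls were chosen after the results were seen.

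More genes were under an unadjusted p of 0.05 with the real groups, 1359, than in each of the other 9 partings of the libraries, which gave 452 to 716. The real parting was thus 1 of 10, and 10 partings are too few to exclude chance.

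The marker genes given here, which the paper measured by qPCR, were not past an adjusted p of 0.05 in these libraries in limma. The paper's qPCR values are relative to GAPDH and the FPKM values are not, so a direction can differ between them. Its western blots and flow cytometry are not covered by these libraries. The paper reports higher BAX and Caspase 9 with the agomir (Fig. 4D). Here BAX had a log2 fold change of -0.16 (standard error 0.063), or -0.098 without agomir NC replicate 1, and CASP9 of -0.18 (standard error 0.081). The paper reports lower CDK2 and PCNA 48 h after transfection (Fig. 2F). Here PCNA had a log2 fold change of -0.28 (standard error 0.11), or -0.18 without agomir replicate 3 and -0.19 without agomir NC replicate 3, and CDK2 of 0.08 (standard error 0.12), which became -0.017 without agomir NC replicate 3. The paper reports lower CEBPA and LPL after induced differentiation (Fig. 5C), a stage these libraries do not cover. Here CEBPA had a log2 fold change of 0.29 (standard error 0.23), or 0.10 without agomir NC replicate 3, and LPL of 0.058 (standard error 0.099), or -0.023 without agomir replicate 2. GAPDH, the reference gene, was at 2153 ± 17.6 FPKM with the agomir and 2358 ± 84.2 FPKM with the agomir NC (SD, n = 3 each). Its log2 fold change was -0.13, against -0.15 under median-ratio scaling and -0.018 under quantile normalization. With each library left out in turn, it stayed between -0.15 and -0.10.

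The list of 32 proliferation genes had a mean log2 fold change of -0.061 and a median of -0.051, with 9 of 32 genes higher. In limma, its camera adjusted p over the lists was 0.0131 and its fry p was 0.518. Of the 10 partings, 5 gave a camera p as small, the real one included. The adipogenesis list, 21 of 27 genes tested, had a mean of -0.042 and a median of -0.023. Its median was 0.014 without agomir NC replicate 2, with 12 of 21 genes higher, and -0.072 without agomir NC replicate 1. In limma with all libraries, camera's adjusted p was 0.0872 and fry's p was 0.412. Of the 10 partings, 3 gave a camera p as small. The apoptosis list of 21 genes had a mean of -0.032 and a median of -0.036. Its mean was -0.0096 without agomir replicate 3, where the median was 0.011, -0.015 without agomir NC replicate 3, -0.052 without agomir replicate 1 and -0.0056 with a mean of at least 1 FPKM. In limma, camera's adjusted p was 0.187 and fry's p was 0.422, and 3 of 10 partings gave a camera p as small. Chance cannot be excluded for any of these lists.

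The bars of Fig. 6C,D show larger changes than the FPKM values in 11 of the 12 genes, with a median gap of 0.42 between the log2 ratios. No explanation of this gap was tested.

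Longer genes tended to be higher in the agomir libraries, with a Spearman rho of 0.18 across genes between log2 fold change and genomic span. Libraries of one group differed by as much, with a rho of -0.179 between agomir replicates 1 and 2, so a length-related difference between single libraries may produce the trend. Genes are not independent replicates, and no biological explanation was tested.

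As a hypothesis, mitochondrial and cytosolic ribosomal protein genes may have moved apart. The median log2 fold change was 0.083 over 78 mitochondrial genes, with 59 higher, and -0.053 over 81 cytosolic genes, with 70 lower, a difference of 0.137. In limma, camera gave a p of 0.000124 for the mitochondrial and 6.89e-07 for the cytosolic genes at its preset correlation. With the correlation estimated from the data, at 0.17 and 0.64, it gave 0.246 and 0.408, and fry gave 0.155 and 0.457, so neither family was past 0.05 there. Removing the gene span trend left a difference of 0.134, with 59 mitochondrial genes higher and 67 cytosolic genes lower, which argues against that trend as the whole cause. Per library, the mitochondrial minus the cytosolic median was then 0.059 ± 0.046 with the agomir and -0.061 ± 0.025 with the agomir NC (SD, n = 3 each), and the groups did not overlap. Camera's p after this correction was 8.90e-07 for the mitochondrial and 0.000201 for the cytosolic genes at the preset correlation, and 0.115 and 0.4398 with the estimated one in limma. Median-ratio scaling gave a difference of 0.137 and quantile normalization 0.073, with the cytosolic median at -0.0090. Without agomir replicate 2 the difference was 0.097, with a cytosolic median of -0.0087 and 48 of 81 genes lower, and without agomir NC replicate 3 the cytosolic median was -0.022. The real parting gave the largest difference, 1 of 10, and the others 0.0063 to 0.105, but 10 partings are too few to exclude chance.

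SFRP4, another gene of the SFRP family, was far more abundant than SFRP1, at 781 ± 19.4 FPKM with the agomir and 922 ± 32.2 FPKM with the agomir NC (SD, n = 3 each). Its log2 fold change was -0.24 (standard error 0.041, adjusted p = 0.122 in limma), and SFRP2 had one of 0.054 (standard error 0.16), which was -0.14 without agomir NC replicate 1. Both were named after their values were seen, and no explanation was tested.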
